A study of Sus scrofa with 36 samples. Its data were reported in "Multi-tissue metabolic and transcriptomic responses to a short-term heat stress in swine" (2024).

How the data were processed

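Liver RNA of 36 castrated male pigs was measured on 1-colour Agilent pig arrays carrying 61625 spots of 60-base probes. The pigs belonged to 3 genetic groups, Large White (LW), Creole (CR) and the cross called F1, with 12 animals each, and were killed either at thermoneutrality (TN, 24 °C) or after up to 5 days of heat stress (HS). The days of heat per animal are not in the labels. The labels of the heat-stressed animals give 30 °C, whereas the growth protocol gives 32 °C, so the groups are called TN and HS here. Per the study's methods, HS animals were killed after TN animals, so temperature cannot be told apart from slaughter day and from the few days of added age. The study also reported that feed intake fell under heat, so heat itself cannot be told apart from reduced intake. Groups were taken from the sample labels, giving 6 animals in each of 6 groups, and replicate numbers only name the animals.

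The authors deposited one scanner table per array, written by Agilent Feature Extraction 10.10.1.1, in which the median, mean, background and processed signals are spot intensity values on a linear scale that had not been normalized between arrays. The authors also deposited a series table of log2 values for 42051 probes, which their methods describe as quantile normalized. Arrays lay on 5 slides, of which slide 1 held 4 arrays and each of the others 8, with TN and HS in equal numbers on every slide. Each slide was scanned once, so slide and scan are the same batch. The median probe signal ranged from 70.0 to 92.0 intensity units per array against a background median of 18.0 to 25.0, and between 39644 and 44025 of the 60306 non-control spots were well above background. No spot was saturated. The number of arrays limits the precision.

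From the scanner tables, the median spot signal was log2 transformed and quantile normalized between arrays over the 60306 non-control spots. The study's methods name quantile normalization before the log2 step, so the order differs. The 107 spots with a non-uniformity flag were set as missing, and the 2 spots of the one duplicated probe were averaged. Probes well above background on at least 6 of 36 arrays were kept, which left 44796 of 60305 probes (74.3%). Gene symbols came from the files and from the RefSeq gene table of assembly Sscrofa11.1: 9328 probes were named through a transcript accession, 1586 through a gene number, 14391 through a symbol in the file found in the tables, 194 through a synonym, 1308 by the file's own name only, and 33498 had no name. Of the kept probes, 23171 carried one of 11225 symbols. Gene coordinates are those of Sscrofa11.1.

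Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided moderated tests, Benjamini-Hochberg adjustment over the kept probes, threshold 0.05). The model held breed and temperature as fixed effects over all 36 arrays. The random effects of pen, slaughter day, father and mother in the study's model are not given in the labels and were not used here. The interaction was tested with a moderated F test, and the effect of temperature within each breed with contrasts, in a means model of the 6 groups. The mid-parent contrast set F1 against the mean of LW and CR on the log2 scale, which is not the mean of their linear signals. Gene lists were tested with limma's camera at a preset correlation of 0.01 on the mean of each gene's kept probes, adjusted over 5 lists (heat shock proteins, fatty acid synthesis, antioxidant enzymes, glucose and glycerol metabolism, cell cycle), with fry and an estimated correlation beside it. HSPH1, ELOVL2, ELOVL6, FADS2, ACAA1, GPD1, CDC20, PRC1, ANLN and FKBP4 were in the study's own liver results, so the lists that hold them are not independent evidence.

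Genes were named by a rule: the representative probe of a symbol is its kept probe with the highest mean signal, and the 8 largest rises and 8 largest falls past the threshold with the same direction in all 3 breeds are named. For each breed contrast the 3 largest differences each way with the same sign at both temperatures are named, and for the interaction the 5 genes with the smallest p. HSPH1, GPD1 and SERPINA7 are given with all their probes because the study discusses them. The design, the rule, the lists and the alternatives to it were fixed before the data were examined. Alternatives were the processed signal scaled to each array's 75th percentile, normexp background correction with an offset of 50, the authors' log2 table, other filters on dim probes, slide and array position as blocks, array weights, a trended robust spread, one value per gene, and leaving out each array and each slide. In simulated data with the real means and spreads of 44723 probes and 200 changed probes, a log2 change of 0.5 shared by the 3 breeds was recovered for 89% of changed probes in the HS minus TN comparison and a change of 1 for 99%. A log2 change of 0.5 within one breed was recovered for 58% to 61%. No probe was called in any of the 9 comparisons when nothing was changed. The simulated noise was independent between probes and between animals, so these figures do not cover litter, pen or slide structure. With permuted labels on the real arrays, single splits gave up to 4322 probes within F1 and 2381 for CR minus LW.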

Results

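The series holds liver expression profiles of 36 castrated male pigs from a study of short-term heat stress. Large White (LW) is a European breed selected for growth, Creole (CR) is a local breed of the Caribbean, and F1 pigs are their crosses. Each breed contributed 6 thermoneutral (TN) and 6 heat-stressed (HS) animals. On average 41263 ± 1160 spots (SD, n = 6) were well above background in LW TN and 42196 ± 592 (SD, n = 6) in CR TN, the lowest and highest mean of the 6 groups. The highest correlation between any pair of arrays over kept probes was 0.994, and no pair held identical values. The probe of EIF1AY, a Y-linked gene, lay between 8.36 and 9.0 on the log2 scale in all 36 arrays. The array had no probe named XIST.

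The first principal component of the kept probes carried 18.6% of the variance and the second 8.56%. LW animals lay at the low end of the first component, between -44.2 and -24.8, except LW TN replicates 1 and 6 at -4.83 and -3.04. Among F1, HS replicates 1 and 2 lay at -17.0 and -21.3 and TN replicate 3 at -18.1, on the side of LW. The breed comparisons given here keep these animals under the breed in their labels, so a wrong label among them would change the values of LW and F1. Mean scores on the first component were -1.80 in TN and 1.80 in HS, a difference within the spread between animals (two-sided permutation test within breed, 100000 resamples, p = 0.483). On the second component the means were -7.82 and 7.82 (permutation p = 0.00447 in the same test, 0.00894 after Benjamini-Hochberg adjustment over both components).

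**Figure D1:**
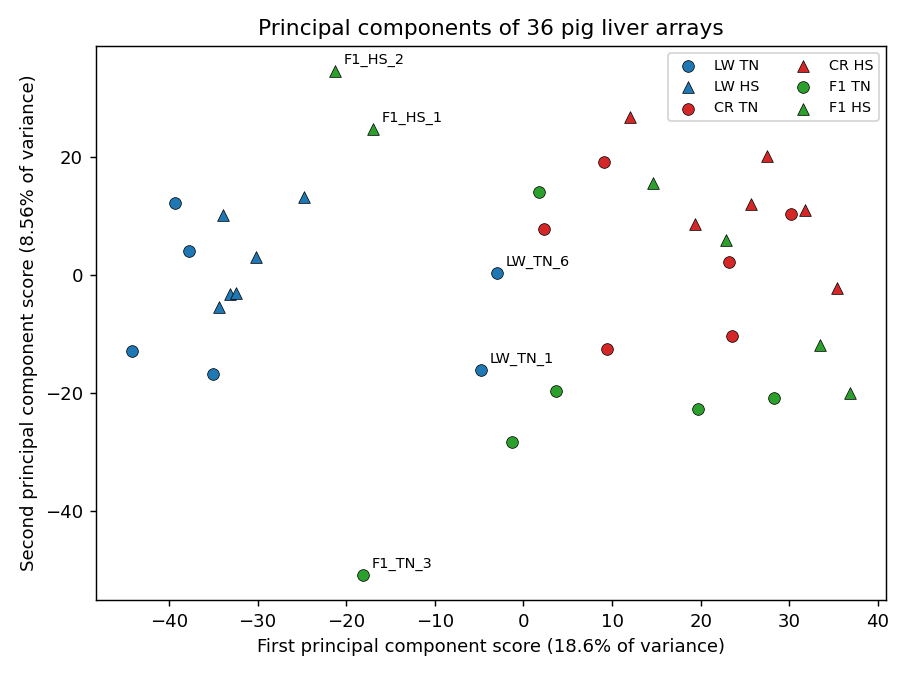
Scores of the 36 arrays on the first (horizontal) and second (vertical) principal component of the kept probes, with colour for breed and shape for temperature. Most LW arrays lie at the left, whereas LW TN replicates 1 and 6 lie at -4.83 and -3.04.

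The comparison of HS with TN animals, which also differed in slaughter day, asked how liver expression differs under heat. With breed in the model, 385 of 44796 probes (0.859%) passed the threshold, 195 higher and 190 lower in HS, and they covered 155 gene symbols. At an unadjusted p under 0.05 there were 5859 probes. The median change of the called probes was 0.28 on the log2 scale for those higher and -0.33 for those lower, and 9 probes changed by at least a log2 unit. The direction was the same in the 3 breeds for 383 of the 385 probes. The count moved most when slide 4 was left out, which gave 70 probes. Leaving out a single array gave between 202 probes, without F1 TN replicate 4, and 529, without F1 TN replicate 5. With slide as a fixed block, which compares HS with TN within slides, it was 531.

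**Figure D2:**
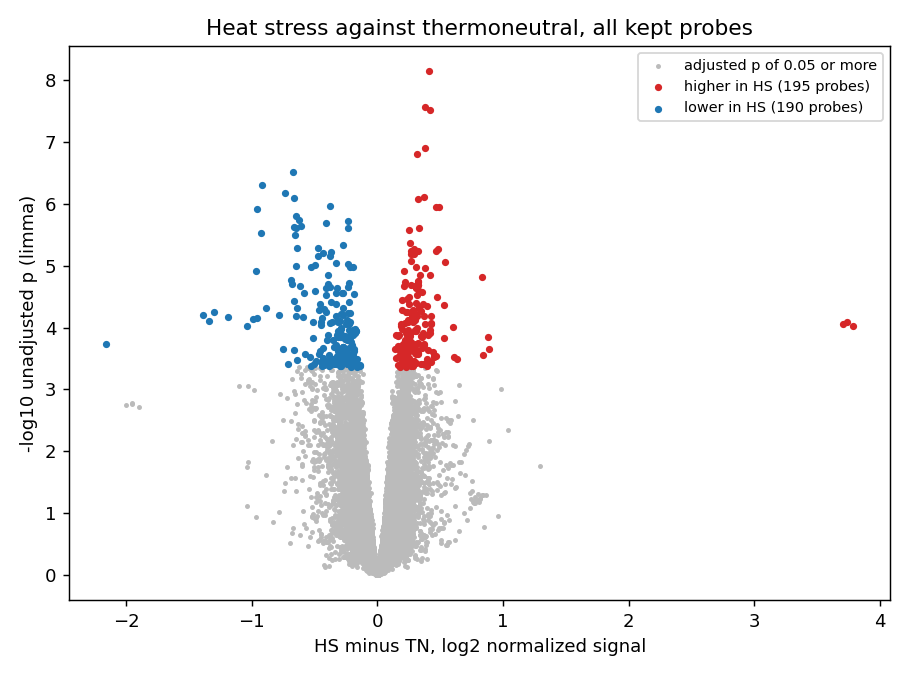
Difference between HS and TN in log2 normalized signal (horizontal) against the negative log10 of the unadjusted limma p (vertical), 1 point per kept probe. The 195 probes higher and 190 probes lower in HS after adjustment are coloured.

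**Figure D3:**
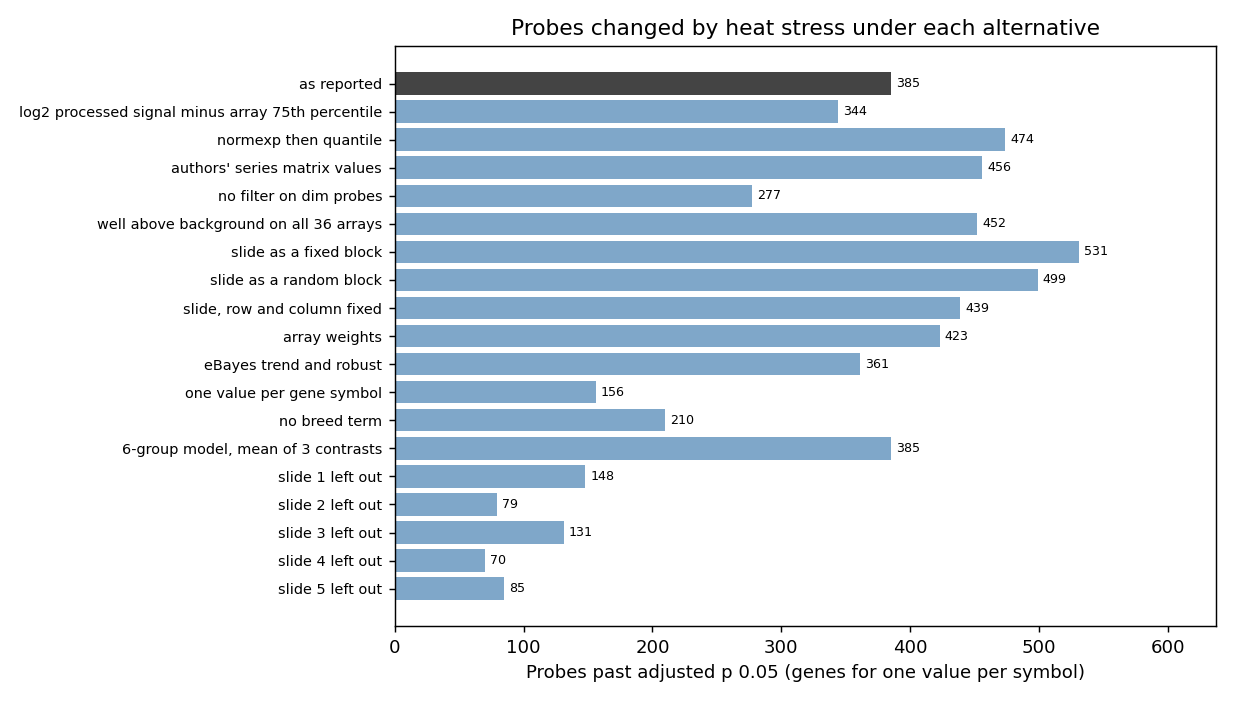
Number of probes past the threshold between HS and TN (horizontal) as reported and under each alternative (vertical), with genes counted in place of probes for the value per gene symbol. The bars run from 70 without slide 4 to 531 with slide as a fixed block.

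HAMP, which encodes the iron hormone hepcidin (chromosome 6, 44785863 to 44787303), had the largest rise among the named genes. Its log2 signal was 10.03 ± 2.81 (SD, n = 18) in TN and 13.74 ± 2.43 (SD, n = 18) in HS, a difference of 3.71 with a standard error of 0.838 (limma adjusted p = 0.0245), and it lay above the TN mean of its breed in 15 of 18 HS animals. Values of single animals ran from 7.19 to 16.84. They were above 12 in 15 HS and 6 TN animals, a level chosen after the values were seen. HAMP stayed past the threshold without any single array but not without 4 of the 5 slides, each of which left fewer animals. ADPRH (chromosome 13, 140638526 to 140681631) was 10.24 ± 0.122 in TN and 10.65 ± 0.212 in HS (SD, n = 18), a difference of 0.42 with a standard error of 0.0592 (adjusted p = 0.000453), with 18 of 18 HS animals higher. All 7 of its kept probes rose and 5 were called. ZSCAN29 rose by 0.38 (adjusted p = 0.000453), also in 18 of 18 HS animals. SERPINA7, the thyroxine-binding globulin gene on chromosome X, rose by 0.38 and 0.34 at its 2 probes (adjusted p = 0.00924 and 0.0217). The other named rises were DEFB1 at 0.89, ANXA2 and TMEM86B at 0.42, and THRA at 0.40, each in 15 or 16 of 18 HS animals. For ANXA2 1 of 4 kept probes was called and for THRA 2 of 3. A second kept DEFB1 probe did not rise, and the call of the first was lost without any of 13 of the 36 arrays taken singly.

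Among the falls, MFSD2A (chromosome 6, 95738961 to 95753245) had a log2 signal of 9.49 ± 1.85 in TN and 7.33 ± 1.44 in HS (SD, n = 18), a difference of -2.16 with a standard error of 0.518 (adjusted p = 0.0366). Only 1 of its 3 kept probes was called, although all fell, and that call was lost when any of 11 arrays was left out. ELOVL2, a fatty acid elongase gene (chromosome 7, 7651707 to 7732353), was 8.97 ± 1.1 in TN and 7.58 ± 0.828 in HS (SD, n = 18), a difference of -1.39 (adjusted p = 0.0224), and all 8 of its kept probes were called. USP2 fell by 0.96 (adjusted p = 0.00368) and KLF9 (chromosome 1, 223723613 to 223747661) fell by 0.63 (adjusted p = 0.00462), both in 17 of 18 HS animals. For KLF9 10 of 11 kept probes were called. CLDN14 fell by 0.71, HSPA8 by 0.68, BAG3 by 0.64 and TPX2 by 0.64. For BAG3 1 of 6 kept probes was called. The call of CLDN14 was lost in 25 and that of BAG3 in 24 of the 36 fits that left out one array. GPD1 fell at all 5 of its kept probes, by 0.20 to 0.32, and 4 of them were called, one of which lost its call in 15 of those fits. HSPH1, which encodes a heat shock protein, fell by 0.53, 0.41 and 0.45 at 3 probes (adjusted p = 0.00912, 0.0460 and 0.0248), and the probe at 0.41 lost its call in 26 of the fits that left out one array. The remaining kept HSPH1 probe, well above background on 6 of 36 arrays, differed by -0.0061 (adjusted p = 0.982) and changed sign under some alternatives.

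Of the 16 named representative probes, those of ADPRH, ZSCAN29, USP2 and KLF9 stayed past the threshold without any slide and under every other alternative. The call was lost without 1 of the 5 slides for SERPINA7, whose other called probe lost it without 4, without 3 for HSPA8, without 4 for HAMP, ANXA2, TMEM86B, THRA, ELOVL2 and TPX2, and without any 1 of the 5 for DEFB1, MFSD2A, CLDN14 and BAG3. The 4 called GPD1 probes lost it without 4 of the slides, and the 3 called HSPH1 probes without 2, 5 and 3. Apart from left-out arrays and slides, the call was lost under 3 other alternatives for CLDN14 and under 1 for ANXA2 and for BAG3. It was also lost under 3 for the HSPH1 probe that fell by 0.41. The GPD1 probe that lost its call in 15 fits without one array lost it under 2.

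**Figure D4:**
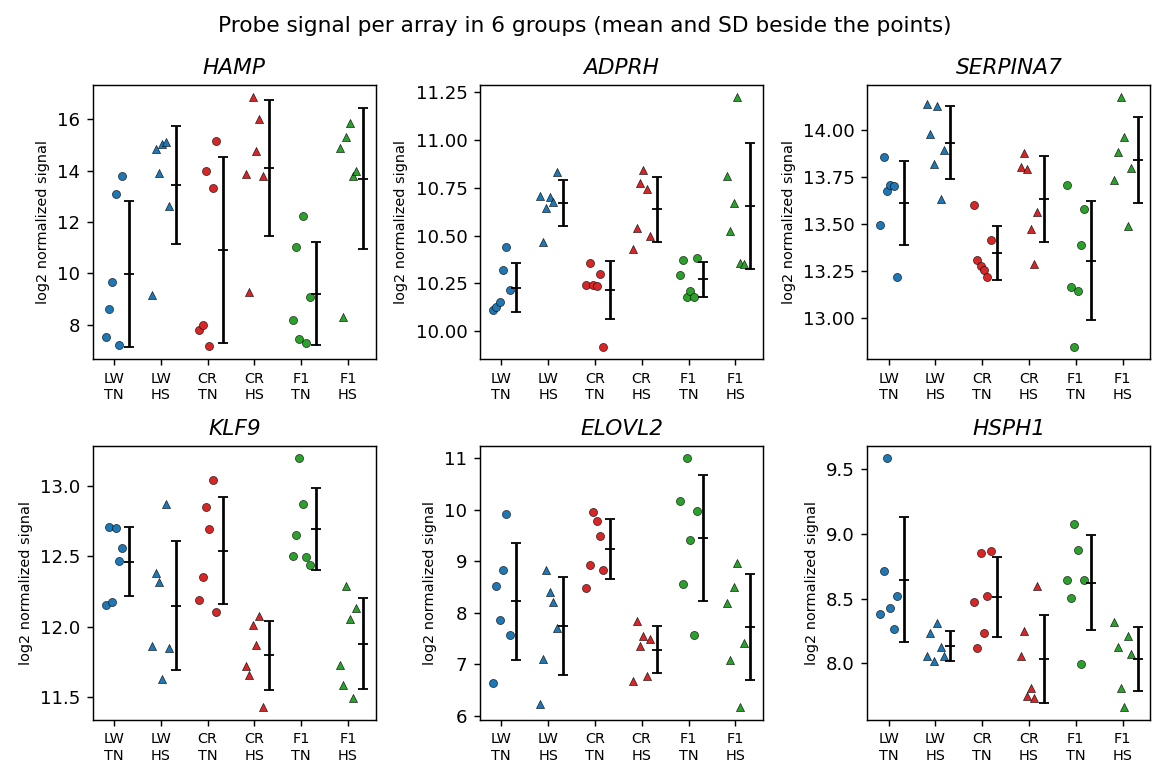
Log2 normalized signal (vertical) of the representative probes of 6 genes in the 6 groups (horizontal), 1 point per animal, with the mean and SD of 6 animals beside the points. HAMP spans 7.19 to 16.84 within the 36 animals, and the mean of KLF9 is lower in HS in each breed.

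Gene lists fixed in advance were compared between HS and TN with camera. The median difference of the cell cycle list was -0.25 over 24 genes (adjusted p = 8.62e-15) and its mean signal lay below the TN mean of the breed in 15 of 18 HS animals. Heat shock genes had a median of -0.07 over 31 genes (adjusted p = 0.000208, 15 of 18 animals lower), fatty acid synthesis genes -0.11 over 22 genes (adjusted p = 0.000368, 14 of 18) and antioxidant genes -0.07 over 27 genes (adjusted p = 0.00450, 12 of 18). Glucose and glycerol genes had a median of -0.03 over 20 genes (adjusted p = 0.177, 13 of 18). With fry, cell cycle (adjusted p = 0.00410) and fatty acid synthesis (0.0101) stayed under the threshold, while heat shock and antioxidant genes were at 0.0501. With an estimated correlation no list passed, the smallest adjusted p being 0.0723. Single genes past the threshold over all genes, with the count adjusted over the list alone in second place, numbered 4 and 16 for cell cycle, 4 and 8 for heat shock, 3 and 6 for fatty acid synthesis, 1 and 4 for antioxidant and 1 and 2 for glucose and glycerol genes.

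Whether breeds respond differently to heat was tested as an interaction. No probe passed with limma (smallest adjusted p = 0.995), and 1676 probes (3.74%) had an unadjusted p under 0.05. The genes with the smallest p, none past the threshold, were DOK2, STX10, IGFBP2, NOL11 and TRIP6. Within LW alone no probe passed with limma and 2294 had an unadjusted p under 0.05. Within CR the numbers were 0 and 3314, and within F1 they were 4 and 4169. Named after their values were seen, the F1 calls were DOK2, higher by 1.19 (adjusted p = 0.00154), MTRF1, which fell by 0.86 (adjusted p = 0.0124), and a rising and a falling probe with no gene symbol. The CR count rose to 113 when CR HS replicate 2 was left out and the F1 count to 55 without F1 TN replicate 5, so these counts depend on single animals. The differences between breeds in these counts are not shown to be real, since the interaction did not pass.

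Breeds were compared with temperature in the model. Per the study's methods, the animals of each breed came from 3 blocks of 4 littermates. The model treated them as independent, so the p-values and counts for breed and mid-parent contrasts do not account for the spread between litters. Between CR and LW 11856 probes (26.5%) differed, 6088 higher and 5768 lower in CR, and between F1 and LW 8222 (18.4%), 4087 higher and 4135 lower in F1. Between F1 and CR 674 probes (1.5%) differed, 340 higher and 334 lower in F1. F1 departed from the mid-parent value at 502 probes (1.12%), 207 above and 295 below it. The last count moved to 1467 with array weights and to 55 without slide 3, and it was 255 without F1 HS replicate 4 and 1175 without F1 HS replicate 2. The F1 count against LW was 1576 without slide 3.

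NRN1 (chromosome 7, 3682568 to 3691328) was 7.09 ± 1.43 in LW, 10.39 ± 0.819 in CR and 9.14 ± 1.63 in F1 (SD, n = 12), and all 12 CR animals were above the LW mean (limma adjusted p = 2.22e-05 for CR minus LW). SFTPD differed by 2.70 between CR and LW, but only 9 of 12 CR animals lay above the LW mean of their temperature. Single CR animals ran from 6.06 to 11.89. C1GALT1 was well above background in 11 of 12 CR, 1 of 12 LW and 3 of 12 F1 animals, and in TN it was at least 10.9-fold higher in CR than in LW, where no TN array had it above background. For this bound each LW TN array was given the lowest signal counted as above background on it, or its own signal where that was higher. Lower in CR than in LW were KIF1A by -2.63, HLA-E by -2.42 and ISG12(A) by -2.02. For KIF1A 10 of 12 CR animals lay below the LW mean of their temperature, and CR values ran from 5.52 to 11.03. In F1 against LW, PON3 differed by 2.09 with 2 of 4 kept probes called, NRN1 by 2.04 and LPIN1 by 1.12 with 3 of 8 called, whereas HLA-E differed by -2.21, TMEM52B by -1.85 and S100A2 by -1.75. In F1 against CR, ISG12(A) differed by 1.27, TAOK3 by 1.13, TRIM46 by 1.06, C1GALT1 by -2.46, MYL6B by -1.22 and CPXM2 by -1.04. Off the mid-parent value were PLEKHD1 by 0.88, TAOK3 by 0.67, ND6 by 0.61, S100A2 by -1.18, SLA-6 by -0.63 and PTPMT1 by -0.62. ND6 lies on the mitochondrial genome, so the mean of both parent breeds need not be its expected value in F1. The 2 kept ND6 probes moved in opposite directions, 1 of 3 TAOK3 probes did not follow the others, and the second kept TRIM46 probe differed by 0.03. For C1GALT1 the fitted value is no bound, and in TN it was at least 10.8-fold higher in CR than in F1. In HS the groups overlapped, with a log2 signal of 7.83 ± 1.58 in CR and 6.51 ± 2.09 in F1 (SD, n = 6) and 5 of 6 CR and 3 of 6 F1 arrays well above background. The call was lost in 20 of 36 fits that left out one array for TMEM52B, in 16 for TRIM46 and in 3 for TAOK3 against the mid-parent value. Apart from left-out arrays and slides, it was also lost under 5 other alternatives for TMEM52B and under 2 for TRIM46. With a slide left out, the call was lost without any 1 of the 5 for TRIM46, without 4 for TMEM52B and for S100A2 against the mid-parent value, and without 3 for PON3 and for TAOK3 against the mid-parent value. It was lost without 2 for KIF1A, LPIN1, MYL6B, PTPMT1, NRN1 in F1 against LW, and ISG12(A) and C1GALT1 in F1 against CR, and without 1 for CPXM2, PLEKHD1, ND6 and SLA-6. The other calls named for breeds were kept without any slide.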

Values the study reported

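The study reported 71 liver probes that differed between HS and TN at a false discovery rate below 0.05, which stood for 44 unique annotated genes. It counted 42,051 probes as expressed in the liver.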

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

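The set of 385 probes over which DOK2 was adjusted was chosen after its result was seen, and the other tests were set after the patterns were noticed but before their own results. Of 276 checks of whether one animal stood apart from the other 5 of its group, over 5 array measures and 41 named genes, 21 did, where chance alone gives about 13.8.

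F1 TN replicate 3 had the lowest mean correlation with its group (gap over range 0.627). For HAMP, F1 HS replicate 2 was lowest (0.729). CR TN replicate 6 was lowest for ADPRH (0.725) and THRA (0.638) and highest for PLEKHD1 (0.839). F1 HS replicate 4 was lowest for HSPA8 (0.758) and highest for TPX2 (0.649). For BAG3, LW HS replicate 5 (0.634) and F1 TN replicate 3 (0.739) were highest. For C1GALT1, LW HS replicate 6 was highest (0.638) and CR HS replicate 5 lowest (0.642). For KIF1A, CR TN replicate 4 was highest (0.939), and F1 TN replicate 5 and F1 HS replicate 5 were lowest (both 0.785). CR TN replicate 4 was also lowest for PON3 (0.827) and highest for LPIN1 (0.728). CR HS replicate 1 was lowest for TMEM52B (0.734) and highest for PLEKHD1 (0.737), and CR HS replicate 6 was highest for S100A2 (0.698) and TRIP6 (0.685). For HSPH1, LW TN replicate 3 was highest (0.662).

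No array held more than 3 of the 21, a number shared by CR TN replicates 4 and 6, and they were spread over 13 arrays, which argues against one array of low quality as their source. In 9 of the 10 groups where a second kept probe of the gene could be checked, the same array stood at the same end, which argues against a local spot defect there. Genetic differences between animals of one breed remain open and were not tested.

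At its representative probe, the effect of temperature on DOK2 was -0.02 in LW, 0.43 in CR and 1.19 in F1. The interaction of this probe had an adjusted p of 0.0213 over the 385 probes called for temperature, and of 0.995 over all probes. With slide as a fixed block the value over the 385 was 0.0379, which argues against slide as the whole cause. Another called DOK2 probe changed by -0.0087 in LW, 0.41 in CR and 0.53 in F1 (moderated F test of the interaction, unadjusted p = 0.00693). A further called probe changed by 0.11 in LW, 0.25 in CR and 0.28 in F1 (same test, unadjusted p = 0.395). The called probes of DOK2 thus differed on this point. A breed-dependent response stays open as a hypothesis.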

How the results depend on the processing

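All of these alternatives were chosen before the data were examined. Counts of called probes stayed within 1.5 times the reported value under other signal columns, background correction, normalization, position on the slide and the trended spread, with exceptions given here. HS minus TN ranged from 277 to 531 probes over these and the filters on dim probes, of which 277 to 385 were among the reported ones. It fell to 210 without a breed term. Testing fewer features, one value per gene, gave 156 genes for HS minus TN, 12 within CR, 2964 for CR minus LW, 1917 for F1 minus LW, 213 for F1 minus CR and 142 off the mid-parent value. Array weights gave 1467 off the mid-parent value.

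Within CR, where none was called, there were 5 with the authors' values, 8 with no filter, 17 with probes bright on all arrays, 14 with array weights and 42 without slide 3. Within F1 there were 7 with slide as a fixed block, 0 from the 12 F1 arrays alone, 0 without slide 2, 1 without slide 3, 0 without slide 4 and 61 without slide 5. The interaction stayed at 0 throughout. The cause of these changes was not tested. The counts of 42 within CR and 61 within F1 were rises although samples were left out, so a smaller sample alone does not account for them.

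Leaving out slides 1 to 5 in turn, with fewer samples, gave 148, 79, 131, 70 and 85 probes for HS minus TN and 983, 135, 55, 214 and 267 off the mid-parent value. F1 minus LW gave 4294, 1576 and 4839 without slides 2, 3 and 4, F1 minus CR 203, 120 and 328, and CR minus LW 5688 and 7893 without slides 3 and 4. Leaving out one array at a time gave 202 to 529 for HS minus TN (lowest without F1 TN replicate 4), 0 to 3 in LW, 0 to 113 in CR, 1 to 55 in F1, 10599 to 12691 for CR minus LW, 6276 to 9860 for F1 minus LW, 480 to 721 for F1 minus CR and 255 to 1175 off the mid-parent value.

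Of the 5 gene lists, 4 passed with camera under every signal, filter, block and left-out array, 2 with fry and 0 with an estimated correlation. Named genes kept their direction except for the dim HSPH1 probe. Its difference was 0.0651 with processed signal, 0.0192 with normexp, 0.00256 with slide, row and column, 0.00737 with array weights, 0.00816 without slide 2 and -0.0238 to 0.0121 with one array left out, and the cause was not tested. That probe was well above background on 6 of 36 arrays, which limits what it can show. For single named genes, 653 results under the other alternatives kept direction and side of the threshold and 146 kept only the direction, and with one array left out the numbers were 1776 and 158. No paired analysis was made, since replicate numbers link no animals.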

Other observations

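The tests of breed position and its slide version, the rebuilding of the authors' table and the weight given to fry beside camera for the glucocorticoid genes were chosen after the result was seen, and the other tests were set before their own results, for patterns already seen in these data.

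The count of probes changed between HS and TN was 385. That is higher than the value quoted from the study above. The gene count of 155 is also higher than the value quoted from the study above. Applied to the authors' log2 table, the model used here called 456 probes. This argues against normalization and probe filter as the source of the higher count. The study's random effects for pen, slaughter day, father and mother were not analysed here, so penmates and littermates counted as independent animals. What the absence of these effects adds to the count was not measured.

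The chance of such counts was set against other splits of the animals, 100 for each comparison with the real one included. Temperature labels were permuted within breed, or breed labels within temperature. Only the real split, 1 of 100, reached the HS minus TN count. The same was true of each of the 3 breed contrasts and of the mid-parent contrast. For these 5 this argues against a chance split of single animals, and only as far as animals are exchangeable. These splits broke up litters and pens, which the labels do not identify. By the study's design litters were balanced over temperature but lay within a breed, so family stays open for the breed and mid-parent contrasts, and pen stays open for all 5. For the number of probes at an unadjusted p under 0.05, 65 of 100 splits were as large for the interaction, 15 for LW and 17 for CR. For the adjusted count in F1, 8 of 100 were as large, among them other splits with 4322, 4293, 3332, 2142, 412 and 401 probes. Chance cannot be excluded for these 4 comparisons. After each array's median was removed within 10 classes of probe GC content, 391 probes were called, 367 of them among the original 385, which argues against GC content as the cause.

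On the first principal component, LW TN replicates 1 and 6 lay near F1 and F1 HS replicates 1 and 2 near LW. With each array left out in turn and compared with the breed means over 500 breed-dependent probes, 4 of these 4 were nearest the other breed. A swap of labels between LW and F1 would give this, but the 4 were picked by their place on a component that separates breeds, so the test largely restates that place and does not count for a swap. In all, 7 of 36 arrays were nearest another breed, among them F1 TN replicate 3 with LW and CR TN replicates 5 and 6 with F1, so misplacement is not limited to those 4. After slide terms estimated without the array were removed, 3 of the 4 remained so placed, and LW TN replicate 6 and F1 TN replicate 3 were nearest their own breed, with 5 of 36 arrays off their breed in all, so slide cannot be told apart from a swap for LW TN replicate 6. In a first version, where the labels of the tested array itself entered the slide terms and so favoured its own breed, 2 of the 4 were nearest the other breed. The sample codes in the labels form 2 runs of consecutive codes in LW and 2 in F1, and 1 run in each if these 4 were exchanged, seen after the arrays stood out. What order the codes follow is not stated. An exchange would alter the breed, and possibly the temperature, of the 4 animals and with it each contrast that uses them. Crossbred or related animals stay open as well. HAMP does not settle the temperature labels of these arrays: it was 7.53 and 13.8 in LW TN replicates 1 and 6 and 14.9 and 8.30 in F1 HS replicates 1 and 2. Samples were kept as labelled, and leaving out F1 HS replicate 2 raised the mid-parent count from 502 to 1175.

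KLF9 and USP2 were lower in HS. A candidate explanation is a weaker glucocorticoid response. Of 9 such genes kept, 7 were lower (median -0.33), with a camera adjusted p of 0.0312, but fry gave 0.167, an estimated correlation gave 0.411 and no member was called, so it stays undecided. By camera alone, the test set beforehand, the list would have passed. A shift of the liver clock was tested with 8 clock output genes, 4 lower and 4 higher (adjusted p = 0.960), and 4 antiphase genes (0.992), and was not decided by it. Slaughter order is confounded with temperature, which keeps both open. The study also reported lower feed intake under heat and lower plasma triiodothyronine in HS animals, and the part of either in these differences was not tested here.

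HAMP rose most of the named genes. An acute phase response might be a source, but 15 acute phase genes had a median difference of 0.01 (camera adjusted p = 0.608). The 5 kept targets of BMP and SMAD signalling had a median of 0.09, 4 of them higher (adjusted p = 0.167). Neither list decided the question, and the spread of HAMP within both temperatures remains unexplained.

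Breed differences were less alike across probes of one gene than temperature differences. Over 1512 genes with at least 3 kept probes, the median difference of the other probes was 0.361 of that of the largest called probe for CR minus LW, against 0.703 over 69 genes for HS minus TN. Sequence variants under single probes may contribute, as may splice forms and the choice of the largest probe, and these cannot be told apart without genotypes.

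The authors' log2 table was matched by centring each probe on its median separately in the 4 arrays of slide 1 and the 32 others and then quantile normalizing, with a largest difference of 0.0162 log2 units after each array was centred. Centring over all 36 arrays gave a correlation as low as 0.805. Such centring removes differences in probe level between those sets of arrays.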
